A study of Mus musculus with 9 samples.

How the data were processed

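RNA from synaptoneurosome fractions of the hippocampus was sequenced for 9 samples from Fmr1 knockout mice on a C57Bl/6J background. Synaptoneurosomes are a homogenate fraction enriched in pinched-off synaptic terminals. The labels' protocols also mention hippocampal homogenates, but the samples of the series, as given, are synaptoneurosomes. Per the labels, 4 samples came from mice given AM6545 and 5 from mice given vehicle. Libraries were made with a low-input SMARTer kit and sequenced on a NovaSeq, per the labels' protocols. The deposited table holds estimated counts per gene, as the values show: they are not negative, not scaled between samples, and 56.6% to 69.4% of them per sample are whole numbers. Neither the labels nor the header names the aligner, the quantification tool, the genome build or the strand setting. How reads that match several genes were divided is therefore unknown, and levels of genes with near-identical copies or overlapping models are uncertain.

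The table lists 22255 Ensembl gene identifiers. Symbols were found for 22155 of them by identifier without the version number, and the 100 others held 0.0623% to 0.0763% of the counts of a sample. Of the identifiers, 22144 carried a version number other than that of GENCODE M21, so no coordinates are given here, and M21 was used for symbols, transcript length, GC content and sequence similarity. Transcript length and GC content were medians over the protein-coding transcripts of a gene. Xist is not analysed here.

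The estimated counts, as deposited, were rounded to whole numbers. Totals ran from 17628922 to 27263393 counts per sample. No 2 samples agreed within sampling noise: chi-square per degree of freedom over genes ran from 10.03 to 89.98 over the 36 pairs of samples. Genes were kept by edgeR's filterByExpr, which left 14512 of the 22255, and libraries were scaled with TMM. Groups were compared with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood F-test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of F. Gene levels are given as CPM, counts scaled by library size and TMM factor, unless stated otherwise.

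Before the data were examined, 30 gene lists, the comparisons, the tests, most alternatives and the rule for naming genes were fixed. The lists covered serotonergic and endocannabinoid genes, other receptor, synaptic and metabolic functions, and cell types and brain regions. Of these, 28 had at least 5 tested genes. The nucleus-retained list had 1 tested gene and the Y-linked list had 4, so neither was tested as a set. Lists were compared with camera at a preset inter-gene correlation of 0.01 (limma 3.58.1). Each list's mean log2 CPM (prior count 2) was also compared between groups by a two-sided exact permutation test (scipy 1.17.1). With 126 splits of the 9 samples, the smallest p that test can give is 0.0159. Under the naming rule, with no gene past the threshold, the 3 genes with the smallest p in each direction were named, with Fmr1, Ddx3y, Htr1a, Htr2a, Cnr1 and any serotonergic or endocannabinoid gene with an unadjusted p under 0.05.

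The gene test was tried on 5 simulated data sets with the means, dispersions and library sizes of the samples and 200 changed genes in each. The changed genes were the same in each data set and were drawn from genes with a mean of at least 1 CPM. Simulated genes varied independently of each other, unlike genes in tissue. Among 14406 genes tested, the test recovered 60.8% of 250 cases changed by 1.5-fold, 91.2% of 250 changed by 2-fold and 99.2% of 250 changed by 4-fold. The cases repeat the same genes over the 5 data sets, so they are not 250 separate genes. False calls made up 5.35% of calls.

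Alternatives covered other size factors, other count filters, DESeq2 1.42.0, limma-voom with and without sample weights, robust estimation, the title letter as a block, each sample left out in turn, removal of mitochondrially encoded genes, camera with an estimated correlation, and fry. After the data were seen, 3 more were added: removal of each sample's trend with transcript length (lowess, span 0.3), removal of length and GC trends, and the choroid plexus level as a covariate. Lists of pituitary, hypothalamic and pineal genes were also written after the data were seen, each before its own genes were read. Similar transcripts were found with blastn 2.17.0. Confidence intervals on shares of counts are 95% Wilson intervals and cover counting error only.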

Results

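Hippocampal synaptoneurosome RNA was profiled in 9 samples from Fmr1 knockout mice, a model of fragile X syndrome. The treated group (n = 4, replicates A, B, C and E) had received AM6545, an antagonist of the cannabinoid receptor CB1 with limited entry into the brain. The control group (n = 5, replicates A to E) had received vehicle. The series title names a serotonergic mechanism and a cognitive effect of blocking peripheral CB1, so the comparison asks which synaptic transcripts differ after treatment, with attention to serotonergic genes. No behavioural measurement and no wild-type sample is analysed here. Total counts averaged 22931811 ± 2507125 in AM6545 samples (SD, n = 4) and 22619030 ± 3997037 in vehicle samples (SD, n = 5). The lowest total was 17628922 counts, in vehicle A, and the highest was 27263393 counts, in vehicle B. Between 16470 and 16883 genes had at least 1 count in a sample.

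Mitochondrially encoded transcripts made up 5.41% ± 1.08 of counts in AM6545 samples (SD, n = 4) and 5.81% ± 1.47 in vehicle samples (SD, n = 5). Their share was lowest in vehicle E, at 4.06% (95% Wilson interval 4.06% to 4.07%), and highest in vehicle A, at 7.90% (7.89% to 7.91%). The groups differed by less than the spread between replicates.

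Fmr1 (ENSMUSG00000000838.18), the gene targeted in all animals, was read first as a check of the labels. It had 10.1 ± 0.754 CPM in AM6545 samples (SD, n = 4) and 11.7 ± 1.18 CPM in vehicle samples (SD, n = 5). Transcripts of the locus were thus counted in every sample, from 199 counts in AM6545 A to 310 counts in vehicle E, although Dffa shares sequence with it in M21. The group means differed by -1.64 CPM (two-sided exact permutation p = 0.0794). With each sample left out in turn the difference ran from -2.004 to -1.23 CPM, and the exact p did not fall under the threshold in any of these fits. Without wild-type samples the level cannot be set against an intact gene. The Y-linked gene Ddx3y (ENSMUSG00000069045.12) was at 78.3 ± 5.62 CPM in AM6545 samples (SD, n = 4) and 85.0 ± 6.81 CPM in vehicle samples (SD, n = 5), with a log2 fold change of -0.12 (SE 0.09, edgeR quasi-likelihood adjusted p = 0.717).

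No gene passed the threshold in the comparison of AM6545 with vehicle. Of 14512 genes tested, 0 had an adjusted p under 0.05 by edgeR's quasi-likelihood test, and the smallest adjusted p was 0.653. At an unadjusted p under 0.05 there were 1047 genes, 440 higher and 607 lower, where 726 would be expected by chance. The CPM ranges of the groups did not overlap for 210 genes, or 1.45% of those tested, against 1.59% by chance. The alternative that moved the count of genes past the threshold was leaving out AM6545 A, which gave 1 gene, Gm14308. The count at an unadjusted p under 0.05 fell to 496 without vehicle A and rose to 1848 without AM6545 E.

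**Figure D1:**
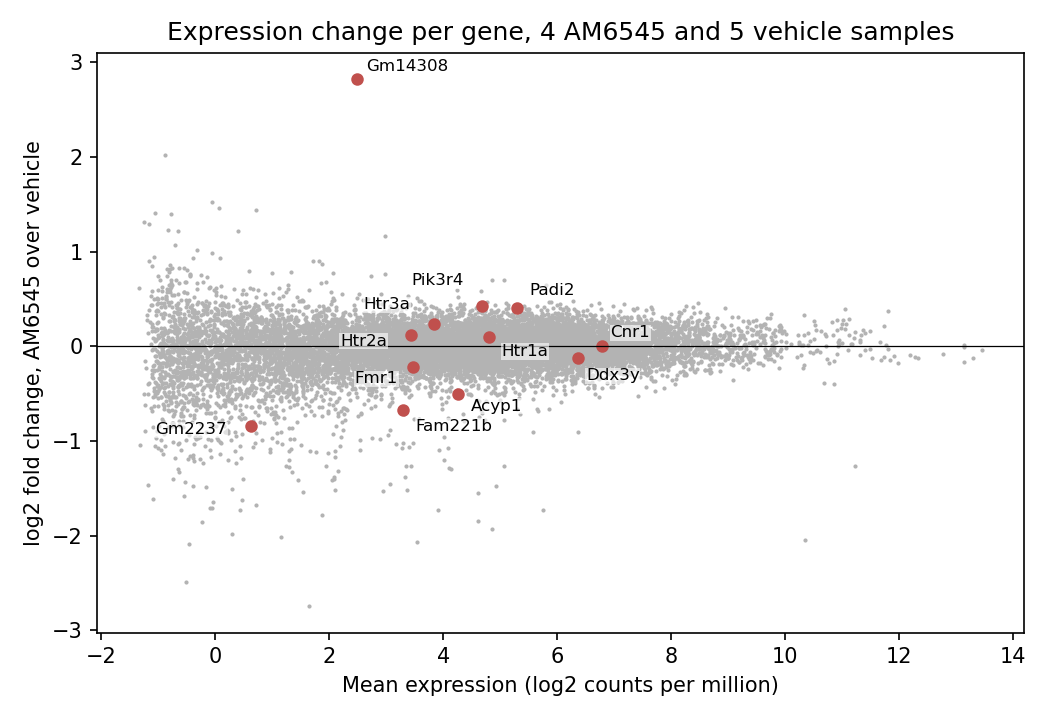
Each grey point is 1 of the 14512 genes tested, with its mean expression in log2 CPM on the x axis and its log2 fold change, AM6545 over vehicle, on the y axis. Red points are the genes named in the text, none of which passed the adjusted threshold; Gm14308 lies highest, at 2.82.

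The genes with the smallest p in each direction are given as not past the threshold; each had an adjusted p of 0.653. Gm14308 (ENSMUSG00000078880.11) had a log2 fold change of 2.82 (SE 0.51), from 1.49 ± 0.398 CPM in vehicle (SD, n = 5) to 10.5 ± 8.13 CPM in AM6545 samples (SD, n = 4). Its level was 16.6 CPM in AM6545 B, 18.1 in AM6545 C and 5.84 in AM6545 E, while AM6545 A, at 1.45 CPM, lay within the vehicle range of 1.21 to 2.08 CPM. Without AM6545 A its log2 fold change was 3.18, with an adjusted p of 0.00249; over the alternatives its adjusted p ran from 0.00249 to 0.920. In M21, 6 other genes of the table have a transcript at least 99% identical to one of Gm14308, so its level is uncertain. Padi2 (ENSMUSG00000028927.7) was higher in 4 of 4 AM6545 samples than the vehicle mean, at 45.2 ± 2.60 CPM (SD, n = 4) against 34.1 ± 3.38 CPM (SD, n = 5), a log2 fold change of 0.41 (SE 0.10). Pik3r4 (ENSMUSG00000032571.15) rose from 22.3 ± 2.24 CPM (SD, n = 5) to 30.0 ± 2.94 CPM (SD, n = 4), a log2 fold change of 0.43 (SE 0.11). Both overlap another gene model in M21.

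Among lower genes, Fam221b (ENSMUSG00000043633.7) went from 11.8 ± 2.62 CPM in vehicle (SD, n = 5) to 7.33 ± 0.594 CPM in AM6545 samples (SD, n = 4), a log2 fold change of -0.68 (SE 0.16). It overlaps Tmem8b in M21 and shares sequence with Serf2, so part of its count is uncertain. Acyp1 (ENSMUSG00000008822.16) had 22.1 ± 3.81 CPM in vehicle (SD, n = 5) and 15.5 ± 0.840 CPM in AM6545 samples (SD, n = 4), a log2 fold change of -0.51 (SE 0.13). Gm2237 (ENSMUSG00000093979.9) had 1.83 ± 0.243 CPM in vehicle (SD, n = 5) and 1.02 ± 0.0371 CPM in AM6545 samples (SD, n = 4), a log2 fold change of -0.84 (SE 0.22). It is uncertain too, since 41 other genes of the table hold stretches at least 95% identical to it.

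The serotonergic list asks whether receptors, synthesis, transport and breakdown genes of serotonin differed. Of its 21 genes, 16 were tested; the other 5 fell under the count filter, among them the transporter Slc6a4, with at most 5 counts in a sample, and Tph1, with 128 counts in vehicle A. Of those tested, 8 were higher and 8 lower, with log2 fold changes from -0.31 to 0.24. By edgeR's quasi-likelihood test, 0 passed when adjusted over the list alone (smallest adjusted p = 0.646) and 0 when adjusted over all genes tested, with 1 at an unadjusted p under 0.05. That gene was Htr3a (ENSMUSG00000032269.9), at 15.6 ± 1.04 CPM in AM6545 samples (SD, n = 4) and 13.2 ± 1.33 CPM in vehicle samples (SD, n = 5), a log2 fold change of 0.24 (SE 0.11). Htr1a (ENSMUSG00000021721.6) was at 28.9 ± 4.53 CPM (SD, n = 4) against 27.003 ± 3.97 CPM (SD, n = 5), a log2 fold change of 0.10 (SE 0.13). That change ran from 0.0086 without AM6545 E to 0.18 without AM6545 B. Htr2a (ENSMUSG00000034997.6) was at 11.2 ± 3.07 CPM (SD, n = 4) against 10.3 ± 1.19 CPM (SD, n = 5), a log2 fold change of 0.12 (SE 0.17) that was -0.02 without AM6545 E. Htr1a and Htr2a differed by less than the spread between replicates.

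**Figure D2:**
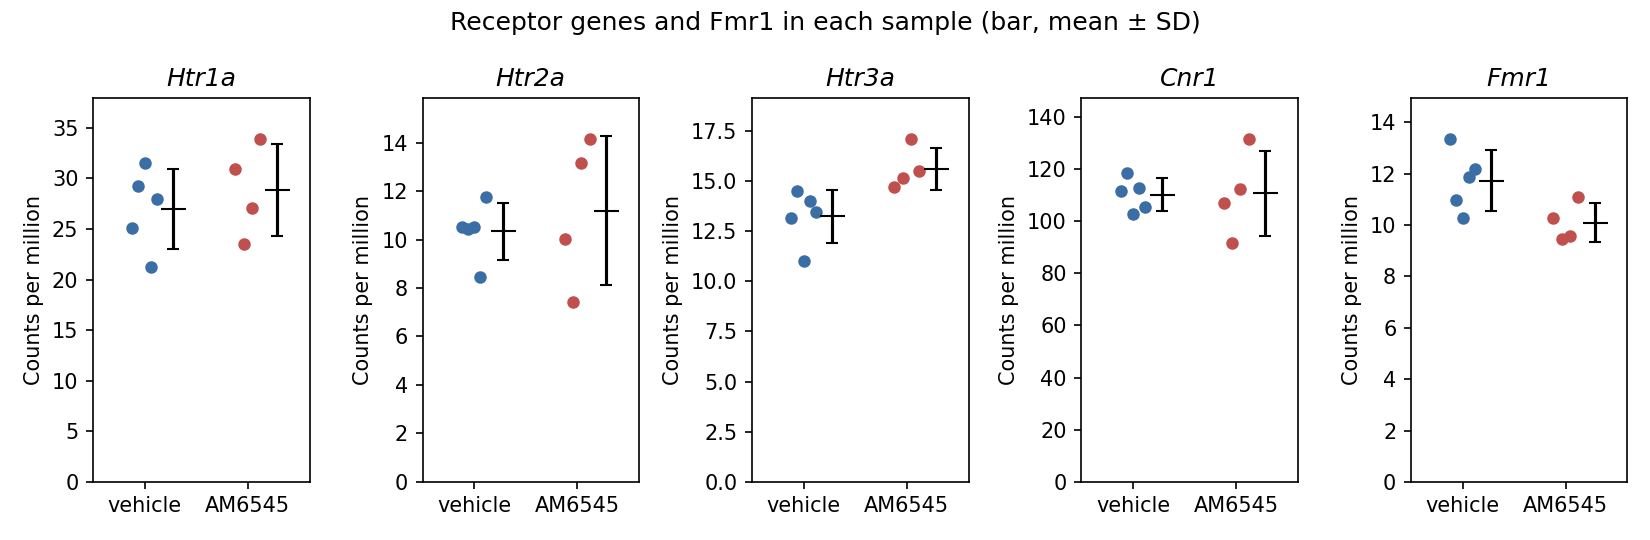
Points are single samples, in CPM on a y axis that starts at 0, for 5 vehicle (blue) and 4 AM6545 (red) samples; bars give the mean ± SD of each group. The groups overlap for Htr1a, Htr2a, Cnr1 and Fmr1, while the AM6545 samples of Htr3a, at 14.7 CPM or more, lie above the highest vehicle sample at 14.5 CPM.

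The endocannabinoid list covers the receptor that AM6545 blocks and the enzymes of its ligands. Of 14 genes, 11 were tested, 8 higher and 3 lower, with log2 fold changes from -0.19 to 0.24. By edgeR's quasi-likelihood test, 0 passed when adjusted over the list alone (smallest adjusted p = 0.455) and 0 when adjusted over all genes tested, with 0 at an unadjusted p under 0.05. Cnr1 (ENSMUSG00000044288.7), which encodes CB1, was at 111 ± 16.4 CPM in AM6545 samples (SD, n = 4) and 110.1 ± 6.20 CPM in vehicle samples (SD, n = 5), a log2 fold change of 0.01 (SE 0.11). Cnr2 was under the count filter, with at most 6 counts in a sample.

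Gene lists were compared as sets with camera at its preset correlation, and 9 of 28 passed an adjusted p of 0.05. Lower as sets in AM6545 samples were the cytosolic ribosomal proteins (79 genes), with a median log2 fold change of -0.26 relative to all genes (adjusted p = 2.18e-21), and nuclear-encoded oxidative phosphorylation (89 genes), at -0.27 (adjusted p = 8.63e-17). Ependymal markers (10 genes) were at -0.82 (adjusted p = 2.29e-06) and choroid plexus markers (15 genes) at -1.46 (adjusted p = 3.72e-05). Higher as sets were targets of FMRP, the protein that Fmr1 encodes (69 genes, 0.14, adjusted p = 3.87e-09), and glutamate receptors (24 genes, 0.17, adjusted p = 1.50e-06). The postsynaptic density (28 genes) was at 0.10 (adjusted p = 0.00214), dentate granule cell markers (14 genes) at 0.14 (adjusted p = 0.00299) and presynaptic genes (25 genes) at 0.10 (adjusted p = 0.00640). Single samples weighed on these values. Without vehicle A the ribosomal protein list was at -0.16 and the oxidative phosphorylation list at -0.18, and without AM6545 E the glutamate receptor list was at 0.10, each still past camera's threshold. With limma-voom sample weights the ribosomal protein list was at -0.13 and the oxidative phosphorylation list at -0.15. The lists overlap: 18 of the FMRP targets, 7 of the postsynaptic density genes and 8 of the presynaptic genes are in another list.

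None of these 9 calls held in 2 tests that take the correlation between genes from the data. With the estimated correlation 0 lists passed (smallest adjusted p = 0.201, with 4 lists at an unadjusted p under 0.05), and with fry 0 passed (smallest adjusted p = 0.0694, with 4 lists at an unadjusted p under 0.05). The count was 15 without AM6545 B, where the serotonergic (adjusted p = 0.0460) and endocannabinoid (adjusted p = 0.0109) lists also passed; over the alternatives their adjusted p ran from 0.0460 to 0.985 and from 0.0109 to 0.847. In the comparison of all samples, the serotonergic list had a median of 0.02 (adjusted p = 0.515) and the endocannabinoid list 0.09 (adjusted p = 0.157), which was 0.04 without vehicle C. The 19 lists that did not pass had adjusted p from 0.0758 to 0.961. Besides those 2, these were the lists for CA1, CA2 and CA3 pyramidal cells, inhibitory interneurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelial, mural and leptomeningeal cells and erythrocytes. The list of catecholaminergic genes, those of GABA receptors, immediate early genes and mitochondrially encoded genes, and the thalamus, striatum and isocortex lists also did not pass.

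Transcript length differed between these lists. The ribosomal protein list had a median transcript length of 711.5 bases and the oxidative phosphorylation list 683 bases, against 2254.5 bases over all tested genes. The FMRP target list had a median of 5003 bases. Across 14494 genes the log2 fold change rose with transcript length (Spearman rho = 0.24, across genes, which are not independent replicates). With each sample's length trend removed, an alternative chosen after seeing the data, the ribosomal protein list was at -0.18 and the oxidative phosphorylation list at -0.18.

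In the test of per-sample list levels, 0 of 28 lists passed the adjusted threshold (smallest adjusted p = 0.148), with 4 at an unadjusted p under 0.05. For any list to pass, 9 would have had to reach the smallest p the design allows. The 3 lists that reached that p had every AM6545 sample above every vehicle sample. This separation did not hold for all 3 lists under another scaling. With total counts in place of TMM, the adjusted p of each list (exact permutation test) rose from 0.148 to 0.333. Not all 3 lists thus kept the smallest p. The adjusted p of a list depends on the other lists too, so its rise does not show which of the 3 lost the separation. The FMRP target level was 6.49 ± 0.05 log2 CPM in AM6545 samples (SD, n = 4) and 6.36 ± 0.06 in vehicle samples (SD, n = 5; exact permutation p = 0.0159). The postsynaptic density level was 6.11 ± 0.01 (SD, n = 4) against 6.01 ± 0.04 (SD, n = 5; exact permutation p = 0.0159), and the dentate granule level 4.88 ± 0.06 (SD, n = 4) against 4.72 ± 0.07 (SD, n = 5; exact permutation p = 0.0159). The ribosomal protein level was 5.54 ± 0.03 (SD, n = 4) against 5.78 ± 0.28 (SD, n = 5; exact permutation p = 0.238), a difference within the spread of the vehicle samples that went from -0.25 to -0.15 without vehicle A. The serotonergic level was 3.36 ± 0.13 (SD, n = 4) against 3.33 ± 0.07 (SD, n = 5; exact permutation p = 0.714), and the difference of 0.02 ran from -0.02 without AM6545 E to 0.08 without AM6545 B.

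**Figure D3:**
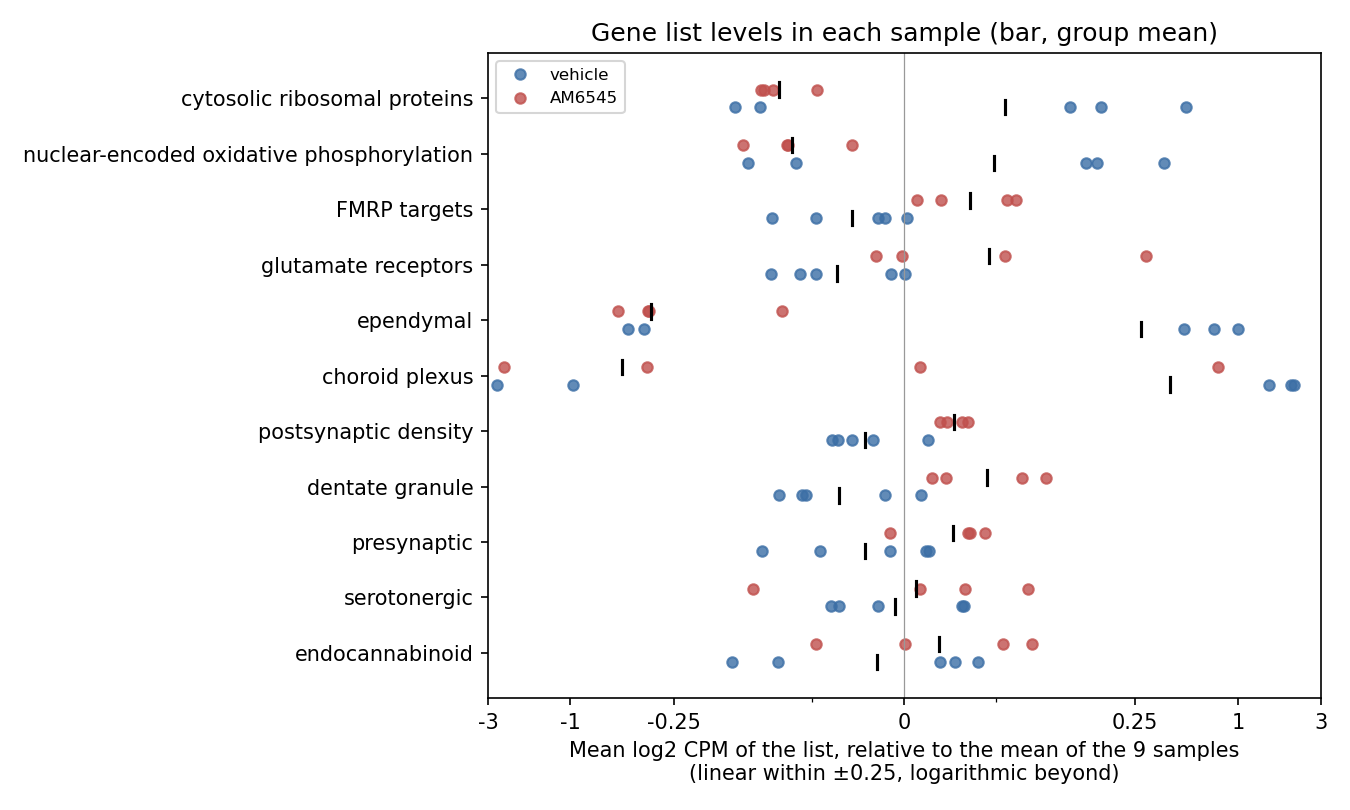
Mean log2 CPM of each gene list in each sample, relative to the mean of the 9 samples, on an x axis that is linear within ±0.25 and logarithmic beyond; blue points are vehicle, red points AM6545, and black bars group means. AM6545 and vehicle samples separate for the FMRP target, postsynaptic density and dentate granule lists and overlap for the others shown.

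The choroid plexus level varied most between samples, at 3.61 ± 1.36 log2 CPM in AM6545 samples (SD, n = 4) and 4.51 ± 2.12 in vehicle samples (SD, n = 5; exact permutation p = 0.460). The difference of -0.90 ran from -0.26 without AM6545 C to -1.67 without vehicle C. Ttr (ENSMUSG00000061808.5), singled out after its values were seen, ran from 30.9 CPM in vehicle C to 3999 CPM in vehicle D, and from 40.8 CPM in AM6545 C to 795 CPM in AM6545 E. Its share of counts was 0.00315% in vehicle C (95% Wilson interval 0.00291% to 0.00341%) and 0.385% in vehicle D (0.383% to 0.388%).

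**Figure D4:**
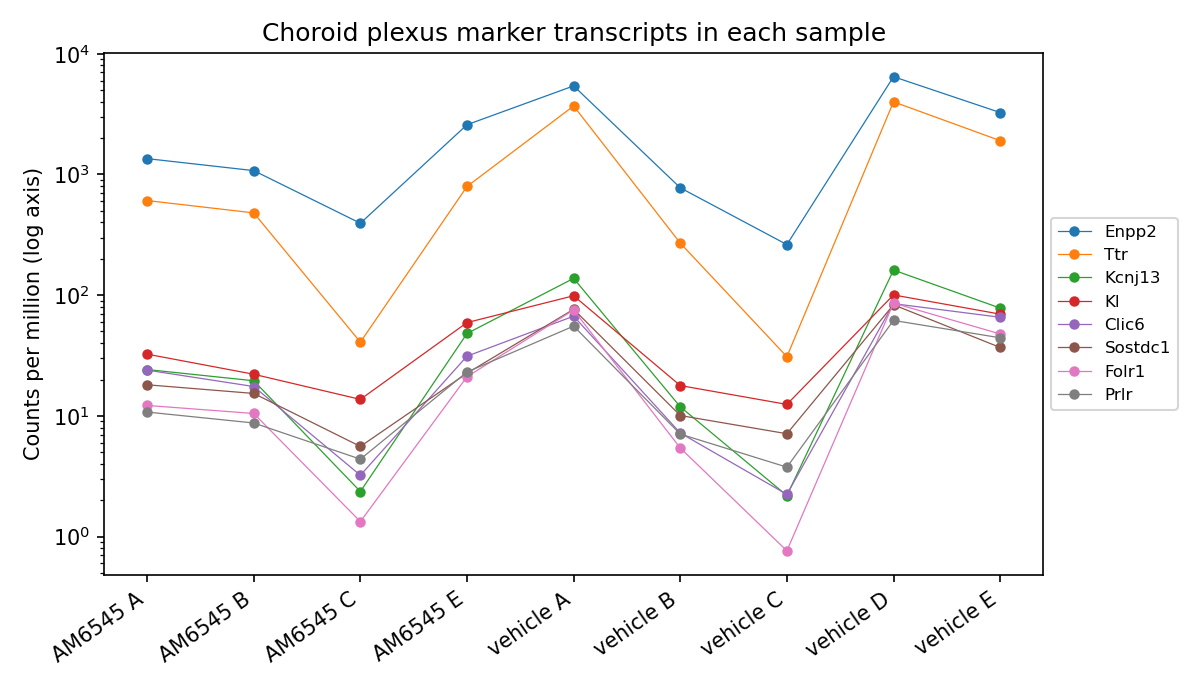
CPM on a log y axis of the 8 choroid plexus list genes with the highest means, in each of the 9 samples on the x axis; lines join the values of one gene. The 8 genes rise and fall together, and are highest in vehicle A and vehicle D.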

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

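The tests of transcript length, Y-linked, mural and striatal genes given here were fixed before their outcomes were known, and the tests of pituitary and hypothalamic tissue and of other non-neuronal lists, the reading of the most abundant mural genes, and the spread of Ddx3y after the trends were removed, were chosen after the result was seen. For 42 results, each group's farthest sample was set against the range of its group by Dixon's ratio of gap to range. Of the 84 groups of values, 4 had a sample farther off than the 95% critical value, where chance gives 4.2, so the number of such samples is what chance gives. None of these patterns separates the treatment groups, and no biological explanation was tested for single samples.

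Ddx3y stood out in both groups. It was at 72.9 CPM in vehicle A, with the other vehicle samples between 86.8 and 89.4 CPM (ratio 0.844), and at 86.7 CPM in AM6545 E, with the other AM6545 samples between 74.8 and 76.3 CPM (ratio 0.881). These rest on 1262 and 2182 counts. Trends of counts with transcript length and GC content that differ between libraries cannot be told apart from other sources. With each sample's trends removed the ratio in vehicle A fell to 0.242 and AM6545 E was no longer at the end of its group, but this came with a wider spread of the others. The range of the other vehicle samples grew from 0.04 to 0.29 log2 units and that of the other AM6545 samples from 0.03 to 0.31. Vehicle A remained the lowest, at -0.27 from the mean of the other vehicle samples before and -0.29 after. A shift shared by Y-linked genes cannot be told apart from a shift of the single gene. The other 3 Y-linked genes had the same samples at the same ends in 3 of 6 places, too few to decide.

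The endothelial list level was 1.25 log2 CPM in vehicle C, with the other vehicle samples between 2.02 and 2.29 (ratio 0.746). All 11 endothelial genes were lowest in vehicle C among the vehicle samples. Less blood vessel tissue in that sample cannot be told apart from other sources. Of the 12 mural and leptomeningeal genes, 8 were lowest there too, where 2.4 would be by chance, but of the 3 most abundant only Vtn was. Dcn, at 200.1 CPM, and Rgs5, at 32.8 CPM, were the highest of the vehicle samples in vehicle C. The pattern was wider than vessels: of 7 other non-neuronal lists, 6 had their lowest vehicle level in vehicle C, where 1.4 would be by chance. These were the astrocyte, oligodendrocyte, oligodendrocyte precursor, microglia, choroid plexus and erythrocyte lists, with the ependymal list the exception. Less non-neuronal tissue of several kinds is a candidate explanation. The most abundant endothelial gene, Itm2a, was at 37.4 CPM in vehicle C against 46.6 to 68.2 CPM in the other vehicle samples. Of the endothelial genes, 8 of 11 were at 1 CPM or more in every sample, and 0 are in another list.

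The striatum list level was 3.10 log2 CPM in AM6545 C, with the other AM6545 samples between 3.48 and 3.55 (ratio 0.857). Of the 10 genes, 5 were lowest in AM6545 C among the AM6545 samples, where 2.5 would be by chance, so less striatal tissue in that sample cannot be told apart from a change of a few genes. What keeps it open is that 9 of the 10 genes were at 1 CPM or more in every sample, so that their level in hippocampus can hide a small share of striatum. The most abundant genes, Ppp1r1b and Penk, were at 72.9 and 67.6 CPM in AM6545 C. Of the list, 3 genes are in another list.

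Pomc was singled out after its values were seen, so its ratio is no independent evidence. It was at 23.0 CPM in vehicle A and between 0.762 and 1.10 CPM in the other vehicle samples (ratio 0.985). Lists of 8 pituitary and 9 hypothalamic genes were written before they were read, but their sums, in CPM scaled by total counts, were taken after the single genes had been seen. Hypothalamic tissue is argued against: its list summed to 4.99 CPM in vehicle A and to between 2.67 and 4.85 CPM in the other samples, where Cartpt, present in every sample, made up most of the sum. Avp, Pmch and Oxt, abundant in hypothalamus, were at 0.737, 0.340 and 0.227 CPM in vehicle A, far below Pomc. Of the 8 detected genes, 4 were highest in vehicle A, each with 13 counts or fewer. Pituitary tissue carried into vehicle A remains a candidate source. The pituitary list summed to 55.02 CPM there and to at most 1.503 CPM elsewhere, and 5 of its 7 detected genes were highest in vehicle A. Its most abundant genes were Gh, with 896 counts in vehicle A and at most 27 in any other sample, and Prl, with 52 and at most 3.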

How the results depend on the processing

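The count of genes past the threshold was 0 in 22 of 23 alternatives. Across the 9 fits that each left out one sample it ran from 0 to 1; the 1 gene was Gm14308, without AM6545 A, the AM6545 sample in which it is low. The smallest adjusted p ran from 0.00249 to 0.920 over the alternatives. Counts of serotonergic and endocannabinoid genes past the threshold, adjusted over the list alone, were 0 in all 23. The count at an unadjusted p under 0.05, 1047, ran from 496 to 1848 across the fits without one sample. It was 496 without vehicle A and 1797 without vehicle B, and 663, 642, 690 and 1848 without AM6545 A, B, C and E. It was 1823 with limma-voom sample weights and 657 with length and GC trends removed. The cause of these shifts was not tested. With scaling by other factors or by total counts, the median log2 fold change of all genes moved by at most 0.0090.

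The count of gene lists past the threshold, 9, was 0 with the estimated correlation and 0 with fry. Both allow for genes that vary together within a list. Across the fits without one sample it ran from 9 to 15, the highest without AM6545 B. In the other alternatives it ran from 8 to 11. Robust estimation enters no list test and gives no value there. With length and GC trends removed, the postsynaptic density list (adjusted p = 0.540, over the alternatives 0.000677 to 0.540) and the presynaptic list (adjusted p = 0.0819, over the alternatives 0.00175 to 0.263) no longer passed camera. With the choroid plexus covariate the presynaptic list (adjusted p = 0.0782) no longer passed, and the choroid plexus list itself reversed to 0.017, which follows from the construction of that fit. The count of lists past the threshold by their per-sample levels is not read for stability across the fits without one sample, since there the exact test allows fewer splits. With levels scaled by total counts, which keeps every split, that count was 0 too. Fmr1 kept its direction and its side of the threshold in all 10, from -2.004 to -1.23 CPM (exact permutation p from 0.0571 to 0.179).

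Among the single genes named and the lists recomputed under each alternative, which were those past camera's threshold and the serotonergic and endocannabinoid lists, Cnr1, Htr2a, Ddx3y and the serotonergic list also reversed. The log2 fold change of Cnr1 was -0.00067 with total counts only, -0.0040 with limma-voom, -0.032 with sample weights and -0.036 with the length trend removed, and ran from -0.088 to 0.086 across the fits without one sample. Htr2a was -0.021 with sample weights and ran from -0.018 to 0.27 across the fits without one sample. The serotonergic list median was -0.0059 with sample weights and -0.024 with the length trend removed, and ran from -0.0016 to 0.064 across the fits without one sample; its per-sample level difference ran from -0.017 to 0.083. Ddx3y was 0.0074 with length and GC trends removed. The remaining lists entered the counts of lists under each alternative, but were read one by one only under the 3 added after the data were seen. There the mitochondrially encoded list reversed from -0.11 to 0.10 with length and GC trends removed and passed camera, as the GABA receptor list did. The CA2 and CA3 pyramidal list passed with the length trend removed and the microglia list with the choroid plexus covariate. The oligodendrocyte precursor, isocortex, thalamus and astrocyte lists, each within 0.03 of 0, reversed in at least 1 of the 3 without passing. The cause was not tested. Among values of single genes, lists and the count at an unadjusted p under 0.05, 21 other changes were weaker, 3 stronger and 8 moved, and 636 of 684 were the same. A value was called the same if it kept its direction and its side of the adjusted threshold, whatever its size. Weaker values lost the threshold, stronger ones gained it, and moved ones are counts changed by more than 1.5-fold. The ribosomal protein list, at -0.264, was thus the same at -0.127 with sample weights. The 636 therefore do not measure how stable the sizes were.

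The letters in the sample titles are shared by the groups. Deviations of samples with the same letter from their group means correlated at -0.018 for A, 0.037 for B, 0.336 for C and -0.021 for E, while samples with different letters reached 0.351, so the letters were not taken to pair samples. With the letter as a replicate block, 0 genes passed, 759 had an unadjusted p under 0.05 and 11 lists passed camera.

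Depth limits low genes: those under the count filter, such as Slc6a4, Htr3b, Cnr2 and Trpv1, were tested only without the filter. There, among 18529 genes, 0 passed and 1262 had an unadjusted p under 0.05. On simulated counts with these library sizes the test recovered 91.2% of cases changed by 2-fold and 60.8% of those changed by 1.5-fold. Smaller changes are thus where a count of 0 says least. The changed genes of the simulation had a mean of at least 1 CPM, so recovery of lower genes was not measured.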

Other observations

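The tests of other splits, of the length trend, of the choroid plexus covariate and of pineal genes were fixed before their outcomes were known. The tests of list correlation, of Ttr, of Gm14308, of Tph1 against choroid plexus, of pineal genes in AM6545 E and of gene models that share a name were chosen after the result was seen.

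Other splits of the samples gave as many genes at an unadjusted p under 0.05 and as many lists. Of 100 splits of the 9 samples into 4 and 5, the real one included, 19 gave at least 1047 genes at an unadjusted p under 0.05. For genes past the adjusted threshold the comparison says nothing, since any of the 100 gives at least 0; the most was 283 genes. For gene lists, 57 of the 100 splits gave 9 or more lists past camera's threshold, with a median of 9. The list calls at the preset correlation are thus no more than these samples give when divided without regard to treatment. Genes that vary together within lists are a candidate explanation for 6 of the 9 lists. Their estimated correlations ran from 0.10 for FMRP targets to 0.95 for choroid plexus markers, against the preset 0.01. With estimated correlations 0 of them passed, but this cannot decide the question, since no list passed that test, whatever its correlation. For the other 3, the dentate granule, postsynaptic density and presynaptic lists, the estimates ran from -0.011 to 0.024, close to the preset, which argues against this explanation. For the dentate granule list the estimate, -0.011, lay below the preset, yet camera's unadjusted p rose from 0.00085 to 0.0094. A higher correlation is thus not the reason for that rise. Why these 3 did not pass with the estimated correlation was not tested further. An effect of AM6545 on these lists remains open and is not shown here.

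The log2 fold change rose with transcript length up to the ninth of 10 classes, while the samples of the groups overlapped in this trend. The median log2 fold change was -0.11 in the shortest class, with a median length of 660 bases, 0.05 in the ninth class, with a median of 4363 bases, and 0.03 in the longest, with a median of 6374.5 bases. The difference between the longest and shortest classes, as a deviation from the mean of all samples, ran from -0.01 in AM6545 A to 0.19 in AM6545 E and from -0.14 in vehicle A to 0.03 in vehicle B. Such a trend could arise from RNA integrity or library preparation, neither of which was tested. It does not account for all of the shift of the ribosomal protein, oxidative phosphorylation, FMRP target and glutamate receptor lists: with each sample's trend removed these kept at least 66.6% of their median change and stayed past camera's threshold. Since other splits gave as many list calls, what stays after the correction is not evidence of treatment.

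Choroid plexus transcripts differed widely between samples. The highest Ttr count was 155 times the lowest, while the highest total was 1.55 times the lowest, which argues against depth. Choroid plexus tissue carried into some dissections is a candidate explanation: 13 of the 14 other list genes had the same 2 highest samples as Ttr, vehicle A and vehicle D, where chance gives 2.78% of genes. Enpp2, the most abundant, ran from 262 CPM in vehicle C to 6457 CPM in vehicle D. The exception was Tmem72. Of the 15 genes, 9 were at 1 CPM or more in every sample and 0 are in another list. The covariate for this level did not uncover treatment effects: 0 genes passed with it and 908 had an unadjusted p under 0.05. A biological difference in choroid plexus between treatment groups was not tested beyond the per-sample levels in the comparison of groups.

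Tph1, a serotonin synthesis gene of the serotonergic list that fell under the count filter, had 128 counts in vehicle A, 37 in AM6545 E and between 4 and 7 in the other samples. It was singled out after its values were seen. Choroid plexus tissue is argued against, since vehicle D, with the most choroid plexus transcripts, had 4 counts and vehicle E, with the next most after vehicle A, had 7. Pineal tissue, which expresses Tph1, cannot be told apart from other sources. A list of 9 pineal genes written before its genes were read summed to 17.9 CPM in vehicle A and to between 3.33 and 8.48 CPM elsewhere, and 7 of the 9 were highest in vehicle A, where 1 would be by chance. AM6545 E, with the next most Tph1, had the next highest sum. It also came next for Rbp3, with 32 counts against 86 in vehicle A and at most 2 elsewhere, for Crx, with 5 against 19 and at most 1, and for Sag, with 165 against 173. These values go with pineal tissue in both samples, and 3 of the 9 genes had the same 2 highest samples as Tph1, where chance gives 2.78% of genes. The mark set beforehand was a sum in vehicle A several times that of every other sample. It was not met because of AM6545 E, so it cannot decide the question if both samples carry pineal tissue. What keeps it open is that Sag, the most abundant of the list, had 71 counts or more in every sample. Also, Aanat and Gngt1 had 0 in vehicle A. With the pituitary transcripts in the same sample, brain tissue from outside the hippocampus may enter serotonergic readings of these fractions; the pituitary list summed to 55.02 CPM there.

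Gm14308 has 6 near-identical genes in the table, 5 of them with a transcript that aligns to it at 100% identity. Its gain of 8.90 CPM in AM6545 samples cannot be told apart from reads moved between copies, because the sum of the 6 copies varied by an SD of 48.7 CPM over the vehicle samples alone. That sum was 211 CPM in AM6545 and 275 CPM in vehicle samples, and it was lowest, at 136 CPM, in AM6545 B, where Gm14308 was at 16.7 CPM (scaled by total counts). A strain or copy-number difference between animals was not tested.

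For Nnt and Chtf8, a gene model was at 0 counts in a sample while a second model of the same name was counted there. Reads moved between models of one name may explain this: of 8 pairs of models that share a name, with both at 1 CPM or more on average, the sum varied less between samples than either model in 8, against 60.9% of 1000 random pairs. For Nnt the SD of log2 CPM was 1.04 and 1.71 for the models and 0.20 for their sum. In these pairs the sum is the steadier reading.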
